A study of Mus musculus with 17 samples. Its data were reported in "Reproductive history determines Erbb2 locus amplification, WNT signalling and tumour phenotype in a murine breast cancer model" (2021).

How the data were processed

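Exomes of 9 mammary tumours from 8 BlgCre-NeuKI mice were compared with spleen DNA of the same animals, 17 samples in all. In these mice an activated rat Erbb2 complementary DNA sits in the mouse Erbb2 locus behind a stop cassette flanked by loxP sites, and Cre is made from the beta-lactoglobulin promoter in mammary epithelium. The labels name 5 tumours as high amplification and 4 as non/low amplification, and give the parity of each mouse (3 tumours from 2 virgin mice, 6 from parous mice) and each diagnosis (6 adenocarcinomas of no special type, AC(NST); 2 adenosquamous carcinomas, ASQC; 1 sarcoma). Tumours are named by their labels, and their replicate numbers are, for high amplification, MS1163.1 (1), MS1163.2 (2), MS1218.2 (3), MS1213.1 (4) and MS1155.3 (5), and for non/low amplification, MS1156.1 (1), MS1349.1 (2), MS1166.1 (3) and MS1210.1 (4). MS1163.1 and MS1163.2 came from 1 mouse and share a spleen. By droplet digital PCR, the paper found the stop cassette lost in that spleen and the rat allele amplified at a low level. The control of these tumours is therefore itself changed at this locus.

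Per the submitters' processing notes, reads were checked with FastQC and mapped with BWA to mouse build GRCm38. The methods text names GATK 3.5, dbSNP 144 for recalibration and MuTect 1.1.7 for somatic calls. The deposited copy number tables list, for each tumour, the segments called as gained or lost, with the log2 ratio of tumour over spleen, the ratio itself (a linear ratio), the targeted bases as counts, scores of specificity and sensitivity, and a mean coverage (a signal) whose library is not named. Stretches without a called change are not listed in the deposited tables. The deposited mutation tables hold the calls that passed the authors' filter, with read counts of both alleles in tumour and spleen, the tumour allele fraction (a fraction), a log odds score and mapping qualities. The deposited coding table holds the protein-altering calls of each tumour with the FPKM of the mutated gene. Those FPKM values run from 0.14 to 9.31 with none at 10 or more, a range too narrow for linear FPKM to be taken at face value, and they were not analysed further.

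Scripts in Python with numpy, pandas, scipy and matplotlib placed the segments on the protein-coding genes of the RefSeq annotation of the same build (21887 genes). A gene took the highest listed log2 ratio of any segment that touched it when gains were counted, and the lowest when losses were counted. Limits of log2 4 for gain and -2.5 for loss were those of the study, and 1 stood for a doubling. A tumour with no listed segment at Erbb2 entered as 0. Symbols of mutated genes were matched to the lists and lengths through synonyms that point to 1 gene. Mutations were counted per tumour, and a call was taken as shared when position and alternative base were identical. A call was counted as repeat-completing when the alternative base turned the 7 bases around it into a run of 1 base or a 2-base repeat. A call was counted as clustered when another call of the same tumour lay within 100 bases. Chromosome means weighted the listed log2 ratios by length with unlisted stretches at 0, less the median autosome of the tumour.

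Median tumour depth at the calls ran from 23 reads in MS1155.3 to 35 in MS1349.1, and median spleen depth from 18 in MS1210.1 to 31.5 in MS1218.2. Allele fractions of single calls are given with exact binomial (Clopper-Pearson) 95% intervals, which cover counting error only.

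Group means were compared with exact permutation tests over all relabellings of the tumours, two-sided, and counts of tumours with Fisher's exact test, two-sided. With 5 tumours against 4 there are 126 relabellings and the smallest p is 0.00794. The plan gave that limit as a count of 2 relabellings, but groups of unequal size have no mirror relabelling. With 3 against 6 there are 84 and the smallest p is 0.0119, and with 6 against 2 there are 28 and the smallest p is 0.0357. Adjusted p are Benjamini-Hochberg values with a threshold of 0.05. The permutation test for 5 against 4 tumours and the placing of genes were run on simulated data. Of 1000 sets of independent normal values without a difference 4.50% gave p under 0.05, a rate the exact test holds by construction. The placing was without error in 100 of 100 simulated layouts. These runs check the code only, and held no tumours from the same mouse. Fisher's exact test and the other group sizes were not simulated.

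Named genes followed a rule fixed before any value was seen: a few genes fixed in advance, Erbb2, Mien1 and Grb7 among them, in every tumour; up to 6 members of each of 9 fixed gene lists past the limits or with a protein-altering call; every gene with such calls in more than 1 tumour; the genes at the ends of segments past the limits in more than 1 tumour; the highest and lowest segment of each tumour; and the truncating call with the highest allele fraction in each tumour. Some genes that the rule takes are not given here. Other genes are marked as chosen after seeing the data. Alternatives fixed in advance were 1 tumour per mouse, no sarcoma, each tumour left out in turn, a length-weighted Erbb2 value, ranks, log2 counts, minimum allele fraction (0.1) and depth (20), leaving out sites called in more than 1 mouse, other log2 limits, recurrence by mouse and matching by position. Alternatives chosen after seeing the data left out repeat-completing calls, calls with a highest alternative mapping quality under 60, clustered calls, or the 3 tumours that shared most calls across mice, or counted each gene once per tumour. The deposited linear ratio, mean coverage, sensitivity and specificity columns were not analysed here.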

Results

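Erbb2, the receptor tyrosine kinase gene whose locus carries the activated rat transgene, was gained past log2 4 in 4 of the 5 high amplification tumours and in 0 of the 4 non/low amplification tumours (Fisher's exact test, two-sided, p = 0.0476; smallest p 0.00794). Its log2 ratio of tumour over spleen was 6.61 in MS1155.3, 6.07 in MS1163.1, 5.73 in MS1163.2 and 4.50 in MS1213.1, a ratio of 97.9 at the highest and 22.7 at the lowest of these. MS1218.2, also labelled high amplification, had no listed segment at Erbb2. The paper graded amplification by quantitative PCR and reports MS1218.2 as discordant, with droplet digital PCR on the side of sequencing. It also names MS1218.2 as the exception to high tumour purity estimated from RNA. MS1213.1 was low by droplet digital PCR in the paper, but there sequencing sided with quantitative PCR. In the non/low amplification tumours Erbb2 lay at log2 1.03 in the sarcoma MS1156.1, 0.96 in MS1210.1, 0.45 in MS1349.1 and 0.21 in MS1166.1. Mean log2 ratios were 4.58 for high and 0.66 for non/low amplification, a difference of 3.92 (exact permutation test, two-sided, p = 0.0476). The groups are named for amplification, so this comparison asks only whether the listed segments carry the same split. Neither the count of tumours past log2 4 nor the difference of means kept p under 0.05 with 1 tumour per mouse (exact tests, p = 0.143 for both), nor when any single tumour other than MS1218.2 was left out (8 of 9 settings). The setting with 1 tumour per mouse leaves out MS1163.2 and is 1 of these 8.

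**Figure D1:**
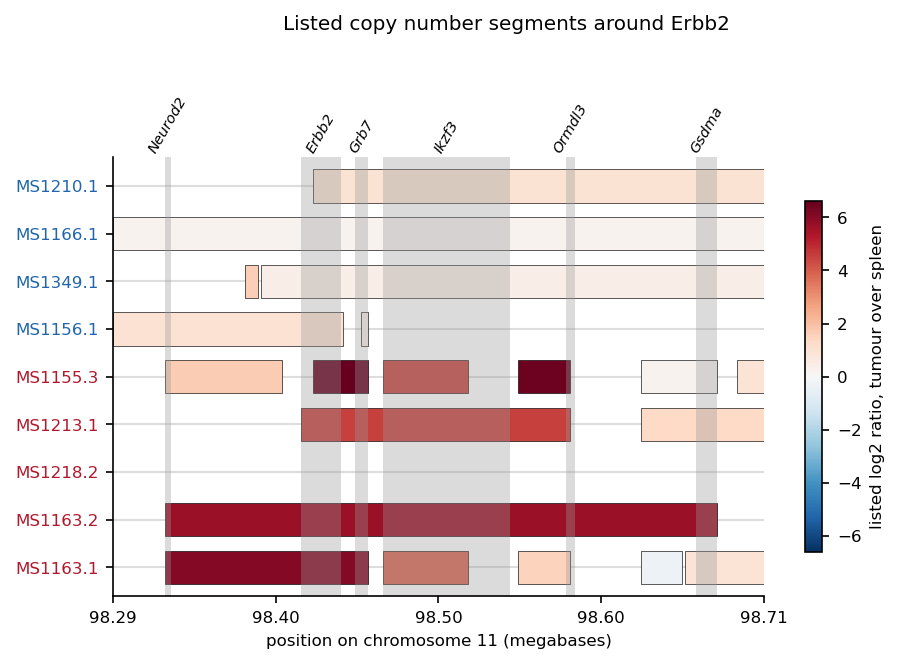
Listed copy number segments around Erbb2 on chromosome 11, position in megabases, 1 row per tumour (red names, high amplification; blue names, non/low amplification). Box colour is the log2 ratio of tumour over spleen, grey bands are genes, and stretches without a box have no listed change. The Erbb2 boxes reach 6.61 in MS1155.3, and MS1218.2 has none.

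The gained block at Erbb2 held the same 6 genes in MS1213.1 and MS1155.3, 10 in MS1163.1 and 17 in MS1163.2. In all 4, past log2 4, it held Mien1, a small gene next to Erbb2, and Grb7, an adaptor that binds receptor tyrosine kinases. In MS1163.2 it ran from 98325416 to 98677708 on chromosome 11 and held 17 protein-coding genes from Neurod2, a neuronal transcription factor gene, to Gsdma, a gene of the gasdermin family. In MS1163.1, from the same mouse, the block past log2 4 began at the same position and ended after Grb7 at 98455373, with 10 genes. MS1155.3, from another mouse, also listed a segment that began there, at log2 1.70, so this start was not particular to 1 mouse. In MS1213.1 the block ran from the start of Erbb2 at 98412483 to Ormdl3, a regulator of sphingolipid synthesis, at 98584140, with 6 genes. MS1155.3 had 3 listed segments past log2 4 there. Erbb2 with Mien1 and Grb7 lay at 6.61, Ikzf3, a lymphoid zinc finger transcription factor gene, at 4.48, and Zpbp2 with Ormdl3 at 6.46. Together these segments held the same 6 genes as the block of MS1213.1 and ended at the same position. In MS1163.1 Ikzf3 lay just under the limit, at log2 3.84, and Zpbp2 with Ormdl3 at 1.52. The shorter block of MS1163.1 thus depends in part on the limit. The sarcoma's segment at log2 1.03 ended at 98438988, within Mien1, and Grb7 lay in a separate segment at log2 0.36.

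Of the 40 annotated genes in the list for the Erbb2 region fixed in advance, 15, Erbb2 included, were past log2 4 in at least 1 tumour. Over all genes 25 were past the gain limit, 17 of them on chromosome 11. Erbb2, Mien1 and Grb7 were past it in 4 tumours from 3 mice, and Ikzf3, Zpbp2 and Ormdl3 in 3 tumours from 3 mice. High amplification tumours held a mean of 10 genes past the limit and non/low amplification tumours 0 (exact permutation test, two-sided, p = 0.0476; with 1 tumour per mouse the difference was 8.25, p = 0.143). When each gene was tested for a ratio of at least 1 on the log2 scale, Grb7, Ikzf3, Zpbp2 and Ormdl3 were gained in 4 high and 0 non/low amplification tumours (Fisher's exact test, two-sided, p = 0.0476, adjusted p = 0.643), and Erbb2 and Mien1 in 4 and 1 (p = 0.206). MS1218.2 and MS1166.1 had 0 genes at this limit, so no gene could reach a p under 0.0476 here (Fisher's exact test, two-sided). Over 5360 genes, a handful at that p cannot reach an adjusted p under 0.05. It therefore says little that none of the 5360 genes tested had one. Most of these genes entered through MS1163.1 and MS1155.3, with 6647 and 6307 genes at log2 1 or more: the number tested was 1806 without MS1163.1, 1699 without MS1155.3 and, chosen after seeing the data, 300 without MS1163.1, MS1155.3 and MS1349.1. These 2 tumours listed 4954 and 4337 segments, against at most 1410 in any other, and 625 segments had identical ends in both.

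Losses past log2 -2.5 touched 10 genes, in MS1213.1 and MS1166.1 only. Notch1, the receptor gene of the Notch pathway, was at log2 -2.78 in MS1166.1, the lowest segment of that tumour, over 5163 targeted bases. The lowest segment of MS1213.1, at log2 -3.13, held the olfactory receptor genes Olfr1288, Olfr1289 and Olfr1290. The lowest segments in other tumours held Tnfrsf14, an immune receptor gene (MS1163.1, -1.73), Exoc6, an exocyst gene (MS1155.3, -1.59), the pheromone receptor genes Vmn2r106 (MS1218.2, -2.44) and Vmn2r108 (MS1156.1, -1.99), the protease inhibitor genes Serpina1a and Serpina1c (MS1349.1, -0.92), Pam with 3 neighbours (MS1210.1, -0.87) and all of chromosome 4 (MS1163.2, -0.84). The highest segment lay at Erbb2 in the 4 amplified tumours and in the sarcoma, at Zeb2 and Acvr2a, a repressor of epithelial genes and an activin receptor, in MS1349.1 (2.71), at Slc15a3 and Tmem132a in MS1166.1 (0.72), at Vmn2r121 in MS1218.2 (0.28) and on chromosome 19 in MS1210.1 (1.01).

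In the ErbB, RAS and PI3K list of 47 genes, Erbb2 and Grb7 were among those past log2 4, and 2 members carried a protein-altering call: Erbb2 itself in MS1213.1 and Src, a membrane-bound tyrosine kinase gene, in MS1210.1. The Erbb2 call, G10W, had 11 of 110 tumour reads (allele fraction 0.10, exact 95% interval 0.0510 to 0.172) against 11 reads and 0 alternatives in spleen. The Src call, P55R, had an allele fraction of 0.233 at a depth of 30 (exact 95% interval 0.0993 to 0.423). No member of the WNT list (83 genes), the DNA damage, mismatch repair and cell cycle list (30 genes) or the epidermal differentiation list (72 genes) was past either limit or carried a protein-altering call. Over all genes only 35 of 21887 were past either limit and 169 carried such a call, so 0 in lists of this size says little. At log2 1 or more in at least 1 tumour were 46, 16 and 29 members of these lists. Over all 21887 genes 8512 were above log2 1 in at least 1 tumour. Notch1 was the 1 member of the 40 breast cancer driver genes past the loss limit, and none of the 40 carried a call. Among 654 segments of antigen receptor loci, which are rearranged in spleen lymphocytes, 14 carried a call, 8 of them in MS1218.2, where Ighv8-8, an immunoglobulin heavy chain segment, had a fraction of 0.0875 (exact 95% interval 0.0487 to 0.142). Trgv3 was called in MS1155.3 at 0.114 (0.0320 to 0.267), Igkv12-47 in MS1163.1 at 0.0889 (0.0248 to 0.212) and Trav6-3 in MS1210.1 at 0.0615 (0.0170 to 0.150). Ighg2c, a heavy chain constant gene outside the list and chosen after seeing the data, was called in MS1156.1 at 0.203 (0.116 to 0.317).

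The tumours carried 2930 mutation calls in all, from 167 in MS1166.1 to 636 in MS1349.1, with a median of 278. High amplification tumours had a mean of 309.2 calls and non/low amplification tumours 346 (difference -36.8, exact permutation test, two-sided, p = 0.738). Median allele fractions were low in every tumour, from 0.130 in MS1218.2 to 0.192 in MS1155.3. Group means were 0.166 for high and 0.157 for non/low amplification (exact permutation test, two-sided, p = 0.595), which does not show the groups to be alike. C>T changes made up 32.7% of calls in high and 33.4% in non/low amplification tumours and T>C changes 26.6% and 25.8%, and the smallest adjusted p over the 6 classes was 0.865 (exact permutation tests, two-sided). MS1163.1, MS1155.3 and MS1349.1 stood apart: 12.04%, 17.9% and 20.9% of their calls completed a short repeat, against at most 6.59% in any other tumour. Without MS1349.1 the difference in calls turned to 59.9.

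**Figure D2:**
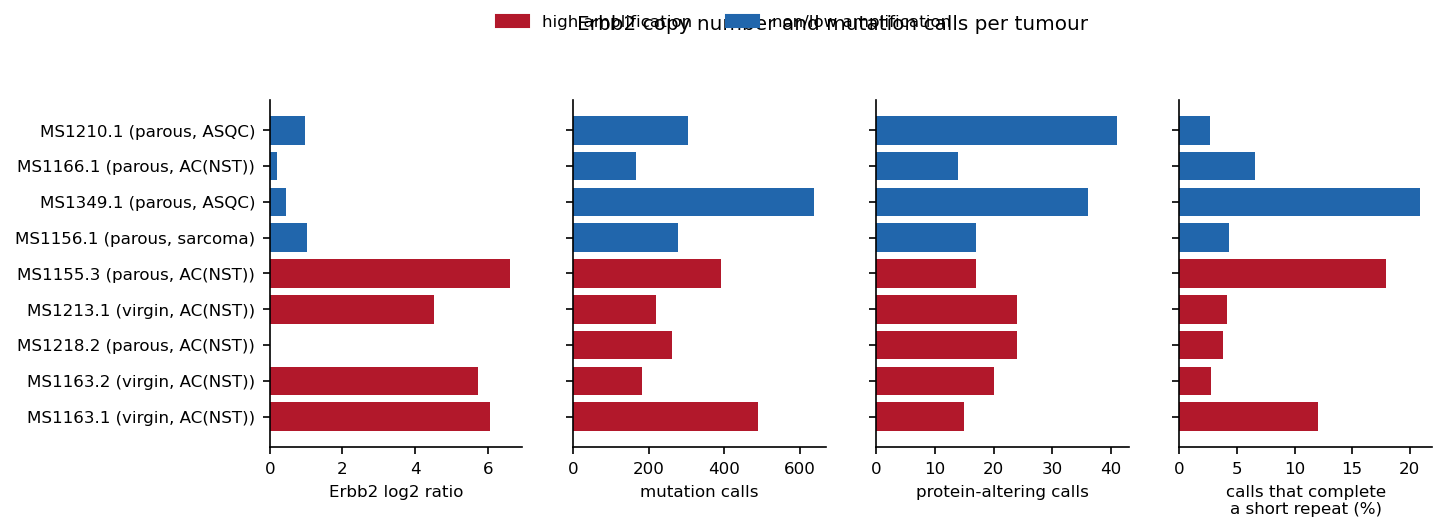
Bars give, for each of the 9 tumours, the Erbb2 log2 ratio of tumour over spleen, the number of mutation calls, the number of protein-altering calls and the percent of calls that complete a short repeat; colour gives the amplification group, and no bar at Erbb2 means no listed segment. ASQC tumours MS1210.1 and MS1349.1 have the most protein-altering calls, 41 and 36.

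Protein-altering calls numbered 208 in 169 genes, 201 of them missense and 6 stop gained, with a median of 20 per tumour. Counted once per gene and tumour, chosen after seeing the data, the median was 19 genes, from 13 in MS1163.1 to 33 in MS1210.1. High amplification tumours had a mean of 20 calls and non/low amplification tumours 27 (exact permutation test, two-sided, p = 0.349), and the difference of -7 turned to 0.350 with only calls of full mapping quality, also chosen after seeing the data. With 1 tumour left out the difference ran from -11.3 to -2.33. The truncating call with the highest fraction within each tumour that had any was in Apob, the lipoprotein gene (MS1155.3, splice acceptor, 0.600 at a depth of 5, exact 95% interval 0.147 to 0.947), Hivep2, a zinc finger transcription factor gene (MS1163.2, R431*, 0.444 at a depth of 54, 0.309 to 0.586), Olfr1184, an olfactory receptor gene (MS1213.1, E229*, 0.341 at a depth of 129, 0.260 to 0.430), Ddah2, a dimethylarginine hydrolase family gene (MS1156.1, splice donor, 0.226 at a depth of 53, 0.123 to 0.362), 4930433I11Rik (MS1210.1, Y606*, 0.0811 at a depth of 37, 0.0170 to 0.219) and Ighv1-67 (MS1218.2, start lost, 0.0380 at a depth of 184, 0.0154 to 0.0768). The Ighv1-67 call is I1M, a change to methionine at residue 1, so its annotation as start lost does not mark a lost methionine. MS1163.1, MS1349.1 and MS1166.1 listed no truncating call on a canonical transcript.

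A protein-altering call was found in more than 1 tumour in 14 genes and in more than 2 in 2: Gm10801, a predicted gene, in 4 tumours and Gm4955, listed as Ifi206 in the annotation, in 3. The others included 3632451O06Rik, G530012D18Rik, Gm10799, Gm10912, Ighv2-4, Klra4, a natural killer cell receptor gene, Olfr320, Rbbp5, a subunit of histone H3 lysine methyltransferases, Trgv2, a T cell receptor gamma segment, Tubb3, a neuronal tubulin, and Wac, a regulator of histone ubiquitination. Identical base changes were called in tumours of different mice in Gm10799, Ighv2-4 (S72T), Olfr320 (L135F), Rbbp5 (W93R and P107H), Trgv2 (A69S) and Tubb3 (G448E). Wac V541A was called in both tumours of 1 mouse, at 0.103 (exact 95% interval 0.0219 to 0.274) in MS1163.1 and 0.0682 (0.0254 to 0.143) in MS1163.2. No gene had an adjusted p under 0.05 against the amplification groups (Fisher's exact tests, two-sided, smallest p = 0.167, smallest adjusted p = 0.963). With at most 4 tumours per gene, none of the 14 could reach that here, not even Gm10801, so these tests decide nothing. With only calls of full mapping quality and no neighbour within 100 bases, chosen after seeing the data, 0 of the 14 remained.

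The pair of tumours from 1 mouse, MS1163.1 and MS1163.2, shared 27 calls. The 35 pairs from different mice shared a median of 4, and 3 of those pairs shared more than the pair from 1 mouse: MS1163.1 with MS1349.1 (63), MS1155.3 with MS1349.1 (51) and MS1163.1 with MS1155.3 (44). All other pairs from different mice shared at most 9.

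**Figure D3:**
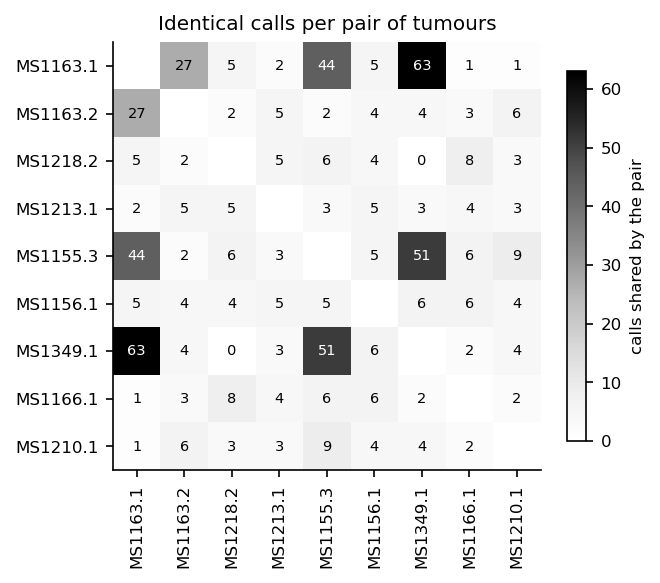
Each cell gives the number of calls with identical position and alternative base in a pair of tumours, darker for more. The pair from 1 mouse (MS1163.1 and MS1163.2) shares 27, and the 3 darkest cells, with 44, 51 and 63, are pairs from different mice.

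By parity, Erbb2 had a mean log2 ratio of 5.43 in the 3 tumours of virgin mice (range 4.50 to 6.07) and 1.54 in the 6 of parous mice (range 0 to 6.61), a difference of 3.89 (exact permutation test, two-sided, p = 0.0595; smallest p 0.0119). All 3 virgin tumours belong to the high amplification group and 2 came from 1 mouse. With 1 tumour per mouse the difference was 3.74 (exact permutation p = 0.107), and with each tumour left out in turn p ran from 0.0179, without MS1155.3, to 0.143. Mutation calls averaged 297.7 and 339.5 (exact permutation p = 0.774) and protein-altering calls 19.7 and 24.8 (exact permutation p = 0.536), both two-sided. Neither direction was steady: the difference in calls turned to 15.5 with 1 tumour per mouse and to 17.5 without MS1349.1, and that in protein-altering calls to 0.333 with only calls of full mapping quality.

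By diagnosis, Erbb2 had a mean log2 ratio of 3.85 in the 6 AC(NST) and 0.71 in the 2 ASQC tumours (exact permutation test, two-sided, p = 0.357; smallest p 0.0357). Protein-altering calls averaged 19 in AC(NST) and 38.5 in ASQC, with no overlap (14 to 24 against 36 to 41; exact permutation test, two-sided, p = 0.0357). When either ASQC tumour was left out, p was 0.143 (exact permutation test, two-sided). With calls of an allele fraction of at least 0.1 the difference fell from -19.5 to -6.83 (exact permutation p = 0.143). All mutation calls averaged 285.5 and 469.5 (exact permutation test, two-sided, p = 0.179). Their difference of -184 ran from -350.5 to -17.5 with 1 tumour left out. The sarcoma MS1156.1, given as a value only, had 278 calls, 17 of them protein-altering.

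**Figure D4:**
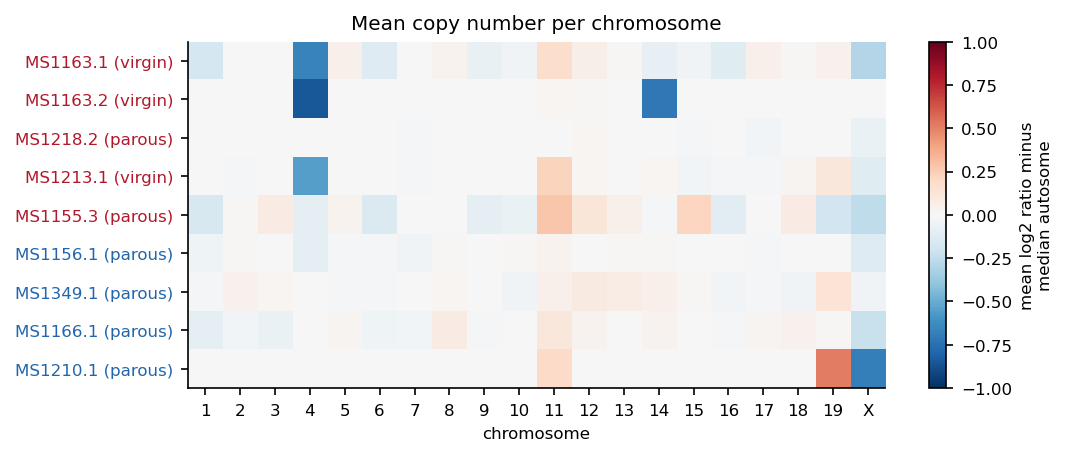
Each cell gives the length-weighted mean log2 ratio of a chromosome less the median autosome of that tumour, for 9 tumours (rows, with parity) and chromosomes 1 to 19 and X (columns). Blue cells mark chromosome 4 in the 3 virgin tumours, chromosome 14 in MS1163.2 and X in MS1210.1.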

Values the study reported

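The paper describes exomes of 9 tumours and reports a median of 278 mutations per tumour with a range from 167 to 636, and a median of 19 in coding sequence with a range from 13 to 33. It reports 14 genes mutated in more than 1 sample.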

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

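The tests of the explanations below were chosen after seeing the results, except those of gene length and of other splits of the tumours. Among 29 sets of values per group, 2 single tumours stood far from the others of their group, where chance gives about 1 set in 20. MS1210.1 listed 17 segments, far under the other non/low amplification tumours. The highest listed log2 ratio of MS1349.1, 2.71 at Zeb2 and Acvr2a, stood above those of the other 3. In 2 further sets all other tumours were at 0, so that any count above 0 stands apart and that rate does not apply: MS1213.1 had 8 genes past the loss limit and MS1166.1 had 2 (Notch1 and Vmn2r96). In read counts that entered no comparison, 661 calls (22.6%) had at least 1 alternative read in the spleen, at most 2 at any call.

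The 3 tumours with the most calls, MS1163.1, MS1155.3 and MS1349.1, came from different mice and shared 44 to 63 calls per pair. Inherited variants missed in the spleen are argued against by the median allele fraction of the shared calls, 0.135, where the reads come from a single place. Where reads of near-identical genes mix, an inherited variant could also have a low fraction, so there it stays open. High amplification of Erbb2 as the whole cause is argued against too: the 9 pairs of high amplification tumours from different mice shared a median of 5 calls (quartiles 2 and 5), under the 27 of the pair from 1 mouse, and 2 of the 3 pairs here hold the non/low amplification tumour MS1349.1. As part of the cause it stays open: a mean of 15.8% of calls in high and 13.9% in non/low amplification tumours were also found in other mice (exact permutation test, two-sided, p = 0.603). Errors at short repeats during library amplification could account for part of the calls: 17.9% in MS1155.3 and 20.9% in MS1349.1 completed a repeat, with lower exact 95% limits of 14.2% and 17.8% above the upper limit of 11.5% in the next tumour, but the 12.04% of MS1163.1 (9.29% to 15.3%) overlapped it and stays open. With those calls taken out the 3 pairs still shared 32 to 43 calls, against at most 9 in the other pairs from different mice and 25 in the pair from 1 mouse, and since only 3 bases on each side are listed, longer repeats cannot be told apart from other sources for these.

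The 14 genes with protein-altering calls in more than 1 tumour include predicted genes and members of large families such as Gm10801, Klra4 and Olfr320. Reads shared between near-identical genes could account for some: 63.7% of calls per recurrent gene lay at sites with mapping quality 0 reads against 37.1% in the other 155 genes (permutation test over genes, two-sided, p = 0.0630, adjusted p = 0.0926 over 3 marks), 70% against 46.1% had a mapping quality under 60 (p = 0.0926, adjusted p = 0.0926), and 43.3% against 15.5% were clustered (p = 0.00582, adjusted p = 0.0175). Gene length stays open. The median genomic length, introns included, was 23203 bases in the 10 recurrent genes that could be placed and 11580 in 150 others. A permutation test of mean log10 length, two-sided, gave p = 0.939, and coding length was not tested. The amplification group stays open too: with at most 4 tumours per gene, none of the 14 could reach an adjusted p under 0.05 (Fisher's exact tests, smallest adjusted p 0.963).

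For both tests across genes the real split of the tumours called 0 genes, for copy gain and for mutation, so that all 100 of 100 splits had to give as many, and the highest of the other splits was 0. These counts of splits decide nothing about chance.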

How the results depend on the processing

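Of 56 alternatives of results with p under 0.05, 16 kept direction and call, and of 122 of results without, 114 kept direction and stayed without. Of 25 alternatives of counts above 0, 15 stayed within 1.5 times the main count. The 29 of the 2 counts of 0 (genes and substitution classes called) stayed at 0, which says little. Those that left out the 3 tumours that share calls, repeat-completing calls, calls of lower mapping quality or clusters, or counted each gene once per tumour, were chosen after seeing the data. The Erbb2 difference of 3.92 between amplification groups kept its direction throughout. As a length-weighted mean it could not move, since each tumour listed at most 1 segment at Erbb2. The call was lost with 1 tumour per mouse (3.63), without the sarcoma (4.04) and on ranks (2.70). It was also lost without the 3 tumours that share calls (2.68, smallest p 0.1). With 1 tumour left out the difference ran from 3.41 to 5.06. The call was then lost in 8 of 9 settings (p from 0.0286 to 0.143, exact permutation tests). For Erbb2 past log2 4, the difference in shares of tumours (80%) was 75% with 1 tumour per mouse, 80% without the sarcoma and 55% at a limit of log2 1, and ran from 75% to 100% with 1 tumour left out, with the call lost in 8 of 9. The difference of 10 gained genes was 8.25 with 1 tumour per mouse, 10 without the sarcoma, 14.4 at a limit of log2 3, where it kept its call, 447.95 at a limit of log2 2 (exact permutation test, two-sided, p = 0.437), 2245 at log2 1 (p = 0.357) and 8.67 without the 3 tumours (p = 0.4), and ran from 8.25 to 12.5, with the call again lost in 8 of 9. With 1 tumour left out, only the setting without MS1218.2 kept the call in these 3. The difference at log2 1 rested on MS1163.1 and MS1155.3, with 6647 and 6307 genes, against 734, 17 and 0 in other high amplification tumours and 1517 in MS1349.1. Genes past either limit rose from 35 to 75, 2558 and 9476 at limits of log2 3 and -2, 2 and -1.5, and 1 and -1.

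The difference in all calls between amplification groups ran from -96.5 to 59.9 with 1 tumour left out, and between virgin and parous from -138 to 17.5; with 1 tumour per mouse the latter was 15.5. Protein-altering calls reversed with only full mapping quality, to 0.350 between amplification groups and 0.333 between virgin and parous. Between AC(NST) and ASQC they lost the call at an allele fraction of at least 0.1 (-6.83) and with only full mapping quality (-6.50), and ran from -22 to -17 with 1 tumour left out, with the call lost when either ASQC tumour was left out (exact permutation test, two-sided, p = 0.143, the smallest then possible); with each gene counted once per tumour they kept it (-13.7). The Erbb2 difference by parity ran from 3.57 to 4.90, with p under 0.05 only without MS1155.3. The allele fraction difference reversed to -0.00453 without the 3 tumours. Recurrent genes numbered 9 to 13 with 1 tumour left out, 6 at an allele fraction of at least 0.1 and 0 with full mapping quality and no clusters. Calls shared by the pair from 1 mouse fell from 27 to 17 at an allele fraction of at least 0.1 and to 11 at full mapping quality, and those shared by MS1163.1 and MS1349.1 fell from 63 to 37 and 39. The causes were not tested. At a median depth of 23 to 35 reads, the median call of each tumour rested on 4 or 5 alternative reads.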

Other observations

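The comparison of chromosomes was chosen after seeing the data. Chromosome 4 was lower in all 3 tumours of virgin mice, with mean log2 ratios of -0.84 in MS1163.2, -0.67 in MS1163.1 and -0.55 in MS1213.1, against -0.09 to 0 in the 6 tumours of parous mice (exact permutation test, two-sided, p = 0.0119, the smallest possible, and adjusted p = 0.238 over the 20 chromosomes it was picked from). The 3 come from 2 mice and all have Erbb2 past log2 4. The test counts the 2 tumours of 1 mouse separately and was not run with 1 tumour per mouse. The means also hide shorter losses on chromosome 4 in tumours of parous mice. MS1156.1 listed a segment of 21.1 megabases at log2 -0.48, and MS1155.3 one of 21.2 megabases at log2 -0.32. In MS1163.2 the whole of chromosome 4 lay in a single segment, and chromosome 14 in another at log2 -0.72. MS1210.1 listed X as a single segment at log2 -0.68. Its gain on chromosome 11 ran from Erbb2 at 98420088 to 121843436 at log2 0.96.

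Among protein-altering calls at full mapping quality, picked after seeing the data and not the complete set of high fractions, MS1163.2 carried Tm9sf3 A117V at an allele fraction of 0.864 (exact 95% interval 0.726 to 0.948), Hnrnph1 G55D at 0.548 (0.417 to 0.675), Gli1 R103W, in an effector of hedgehog signalling, at 0.510 (0.363 to 0.656) and Smarca4 R997H, in the ATPase of SWI/SNF chromatin remodelling, at 0.436 (0.278 to 0.604). Other calls had fractions in this range, such as Hivep2 R431* in MS1163.2 at 0.444 (0.309 to 0.586).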
